A study of Homo sapiens with 14 samples. Its data were reported in "GRHL3/GET1 and Trithorax Group Members Collaborate to Activate the Epidermal Progenitor Differentiation Program" (2012).

How the data were processed

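RNA of primary human epidermal keratinocytes was hybridised to Affymetrix whole-transcript human gene arrays, with 2 arrays at each of 7 times from 0 to 48 h after 1.8 mM calcium was added. The deposited values are linear intensity values, 1 per probe set, which the authors made with PLIER 2.0 in Affymetrix Expression Console 1.1.1 per the submitters' processing notes. The 14 arrays had similar quantiles, with medians of 184 to 212 and lower quartiles of 52.2 to 61.5. They may have been brought to a common scale before deposit, but no such step is given in the sources used here. The background and probe settings are also not given in them. Raw probe values were not used here.

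The deposited table held 33297 probe sets. Of these, 19460 had 1 gene symbol, 1754 had several and 12083 had none, and the named genes were taken from the first class. Entrez identifiers matched 19429 probe sets to the annotation of assembly GRCh38.p14, and no gene symbol was updated from it. No genome build of the array is given. Probe sets of genes on the Y chromosome and of XIST and TSIX (24 with 1 symbol and 71 with several) were left out because the cells come from people, and the other genes of the X chromosome were kept. Where a gene had several probe sets (768 genes), the one with the highest mean log2 value over all arrays stood for it, which left 18394 genes.

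Intensities were changed to log2(intensity + 16) and fitted with limma 3.58.1 in R 4.3.3, all 14 arrays in one model with a mean per time and no block. Empirical Bayes moderation used its default settings, with 7 residual and 4.78 prior degrees of freedom. Each time was compared with 0 h and with the time before it, and the moderated F test was run over all times. P-values were adjusted by the Benjamini-Hochberg method over all genes, and a gene was called at an adjusted p under 0.05. Tests were two-sided unless stated. A fold or log2 difference is of means of log2(intensity + 16), whereas the printed intensities are means of the deposited values.

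Of 41 gene lists with 1023 entries, 941 entries were measured and 40 lists had at least 5 measured members. They cover epidermal differentiation, the cell cycle, stress, signalling, chromatin and other cell types, and 2 of them were taken from the study. Some genes are on several lists, such as GADD45A among both p53 targets and YAP and SRF targets. Shifts of lists that share genes are therefore not separate results. Lists were tested with camera in limma at a preset correlation of 0.01, and again with an estimated correlation, adjusted over the lists at each time. Genes called over 1.5-fold were grouped by k-means with k = 4, 100 starts and seed 20, and lists were tested for enrichment in each pattern by Fisher's exact test against the other grouped genes. For the Trithorax group, 95% confidence intervals were compared with bounds of 1.25-fold, 1.5-fold and 2-fold. Named genes are the 5 largest rises and 5 largest falls at each time (10 of each at 48 h) among called genes with both arrays beyond both 0 h arrays, up to 4 members with the largest change of each list described, and the study's genes. The lists, the tests and the naming rule were fixed before the data were examined.

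The steps were tested on simulated data with the design of 48 h against 0 h. Of 50 genes changed 1.25-fold 20% were recovered, of those changed 1.5-fold 88%, and of those changed 2-fold and 3-fold 100%, with 6 false calls. These rates are for simulated data with 50 changed genes at each fold. They need not hold for the 2649 genes called at 48 h in the measured data. The alternatives were other pseudocounts (1 and 64), quantile normalization, median centring, removal of dim probe sets, moderation with a trend, array weights, a replicate block, the mean of all probe sets of a gene, the one-way analysis of variance of the study's methods, other numbers of patterns and each array left out in turn. Cyclic loess, the removal of both 12 h arrays and the one-way analysis of variance over all probe sets kept were added after seeing the data. With 2 arrays per time, the test for an outlying sample in a group, which needs at least 4, was not applied, and other splits of the samples were not counted. The array weights rest on all times together. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.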

Results

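Primary human epidermal keratinocytes (NHEK), the main cell type of the outer skin, can be grown as dividing cells at low calcium and driven to differentiate by adding calcium to the medium. RNA was measured before and 1, 3, 6, 12, 24 and 48 h after the addition of 1.8 mM calcium, with 2 biological duplicate arrays per time and 14 arrays in all. After the steps described above, 18394 genes were compared. Median intensity lay between 184 and 212 on the 14 arrays, and duplicates correlated at 0.9955 to 0.9971 across genes, which are not independent replicates. No duplicate pair held identical values, so each array was counted as 1 replicate, and the number of arrays limits the precision. Each later time was compared with the 2 arrays at 0 h, which all 6 comparisons share. There was no low calcium sample at a later time, so the effect of calcium and that of time in culture cannot be told apart.

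By the moderated F test of limma, 7363 of the 18394 genes changed during the time course, of which 900 also differed from 0 h by more than 1.5-fold at some time. Of the 7363 genes, 3176 did not pass at any single time. Against 0 h, 82 genes changed at 1 h, 235 at 3 h, 528 at 6 h, 2365 at 12 h, 935 at 24 h and 2649 at 48 h, at an adjusted p under 0.05. Changes over 1.5-fold were fewer, at 38, 93, 135, 249, 270 and 570 genes for the same 6 times. Of the 40 gene lists tested, 17, 11, 13, 14, 22 and 14 shifted at these times, and 0, 2, 1, 1, 2 and 1 with an estimated correlation. The shifts that held with it were upward for immediate early genes and for cytokine and NF-kB feedback genes at 3 h, downward for the unfolded protein and integrated stress response at 6 h, 12 h and 24 h, and upward for suprabasal keratins at 24 h and 48 h. The number of lists at 3 h was 19 without 0 h replicate 2 and 20 without 3 h replicate 2, and that at 12 h was 9 without 0 h replicate 2.

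**Figure D1:**
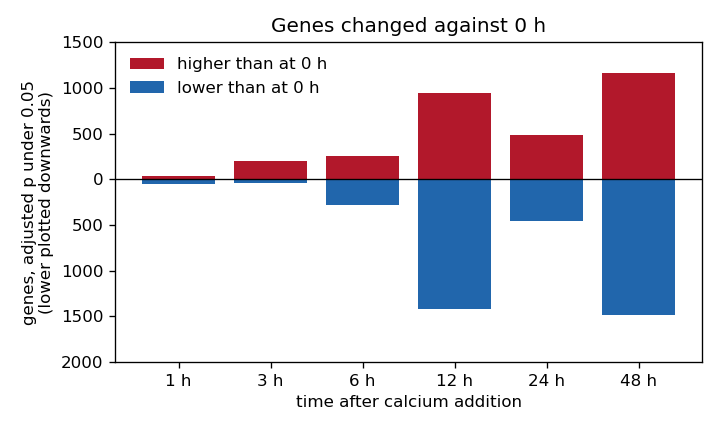
Number of genes (vertical axis) higher (upward bars) or lower (downward bars) than at 0 h at each time after calcium addition (horizontal axis), at an adjusted p under 0.05 in limma with 2 arrays per time. The bars run from 32 higher and 50 lower genes at 1 h to 1165 higher and 1484 lower genes at 48 h.

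At 1 h the question was which genes respond first. FOS, a subunit of the AP-1 transcription factor, rose by 4.39 ± 0.16 (log2 difference ± SE), from an intensity of 123 ± 14.2 to 2907 ± 234 (SD, n = 2), and FOSB rose 7.19-fold. EGR1, another immediate early transcription factor, rose 7.04-fold, ATF3 4.34-fold and RGS2, a regulator of G protein signalling, 4.34-fold. Of 34 measured immediate early genes, 11 rose and none fell (20 rose and 2 fell when adjusted over the list alone), with a median log2 difference of 0.30 (camera adjusted p = 2.5e-26, and adjusted p = 0.066 with an estimated correlation). Among 30 epithelial cytokine and NF-kB feedback genes 5 rose, including IL6 (1.28 ± 0.15), CXCL2 (1.19 ± 0.10) and NFKBIZ (0.99 ± 0.11), and 11 rose when adjusted over the list alone (median 0.18, adjusted p = 4.8e-09, and adjusted p = 0.32 with an estimated correlation). SPRY2, a feedback inhibitor of growth factor signalling, rose by 0.69 ± 0.08 as the only one of 24 EGFR ligand and MAPK feedback genes that passed over all genes, against 7 adjusted over the list alone (median 0.13, adjusted p = 2.7e-06, and adjusted p = 0.35 with an estimated correlation). Without either 0 h array or 1 h replicate 1 the rises over all genes numbered 7 for the immediate early list and 3 for the cytokine list, and without either 6 h array 2 EGFR ligand and MAPK feedback genes rose.

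The largest falls at 1 h were in KLK7, a protease of the stratum corneum (log2 difference −0.81 ± 0.15), the protease inhibitor SERPINB4 (−0.80 ± 0.14), OTOP1 (−0.77 ± 0.12), trichohyalin, TCHH (−0.72 ± 0.10), and DOK2 (−0.66 ± 0.11). Of 26 genes of the cornified envelope, the cross-linked protein shell of the outermost cells, 1 fell and none rose, and 9 fell when adjusted over the list alone, with a median of −0.20 (adjusted p = 4.1e-06, and adjusted p = 0.35 with an estimated correlation). Of 27 kallikreins and epidermal protease regulators 3 fell, 8 when adjusted over the list alone (median −0.26, adjusted p = 5.1e-05, and adjusted p = 0.40 with an estimated correlation). Replication-dependent histones had a median of −0.15 with none of 38 genes passing over all genes and 5 lower when adjusted over the list alone (adjusted p = 4.6e-05, and adjusted p = 0.38 with an estimated correlation). S100 and antimicrobial protein genes had a median of −0.26 over 20 genes, 1 higher and 6 lower when adjusted over the list alone (adjusted p = 0.0038, adjusted p = 0.40 with an estimated correlation, and 0.0891 without 0 h replicate 1). The falls over all genes numbered 0 among kallikreins and protease regulators when any 1 array of 0 h, 1 h, 24 h or 48 h was left out, and among cornified envelope genes 0 without 0 h replicate 1 or 1 h replicate 2 and 2 without 1 h replicate 1 or either 3 h array.

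At 1 h 32 genes rose and 50 fell by limma, and 2765 genes had an unadjusted p under 0.05. The balance depended on the scaling: 36 rose and 13 fell after quantile normalization, 53 and 39 after centring each array on its median, and 34 and 19 after cyclic loess, an alternative chosen after seeing the data. The number of genes changed at 1 h was 23 without 0 h replicate 1 (20 higher), 52 without 0 h replicate 2 (20 higher), 41 without 1 h replicate 1 (20 higher), 27 without 1 h replicate 2 (23 higher), 42 without either 24 h array (25 higher) and 54 without either 48 h array (29 higher); a lone remaining array was assumed to vary like the other groups. The calls of KLK7, SERPINB4 and DOK2 ended without any 1 of those 8 arrays, at −0.93 to −0.69, −0.93 to −0.67 and −0.70 to −0.62. That of OTOP1 ended without 0 h replicate 1 (−0.65) or 1 h replicate 1 (−0.58), and that of TCHH without 0 h replicate 1 (−0.65) or 1 h replicate 2 (−0.61).

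At 3 h IL36G, an interleukin-1 family cytokine of the epidermis, rose 5.30-fold, from 209 ± 18.3 to 1175 ± 4.04 (SD, n = 2), the neutrophil attractant CXCL8 4.08-fold, OVOL1, a transcription factor of epidermal differentiation, 3.77-fold, the protease ADAMTS9 3.40-fold and the cytochrome P450 CYP1B1 3.27-fold. The cytokine and NF-kB feedback list moved most as a group, with 16 of 30 genes higher, 19 when adjusted over the list alone, and none lower (median 0.58, adjusted p = 2.1e-29, and adjusted p = 0.028 with an estimated correlation). IL6 (1.65 ± 0.15) and TNF (1.30 ± 0.16) were among them. Of the immediate early genes 15 of 34 were higher, 23 when adjusted over the list alone (median 0.41, adjusted p = 1.4e-27, and adjusted p = 0.030 with an estimated correlation), led by the phosphatase DUSP1 (1.51 ± 0.12) and ATF3 (1.16 ± 0.11). Over all genes, 10 cytokine genes rose without 3 h replicate 2, and the immediate early genes that rose numbered 6 without 0 h replicate 1, 8 without 0 h replicate 2 and 6 without 3 h replicate 2.

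Of 31 differentiation transcription factors 9 rose at 3 h and none fell, and 13 rose and 2 fell when adjusted over the list alone (median 0.14, adjusted p = 1e-08, and adjusted p = 0.30 with an estimated correlation). ZNF750 rose by 1.46 ± 0.11, GRHL3 by 1.28 ± 0.13 and KLF4 by 1.01 ± 0.07. Targets of the YAP and SRF transcription pathways rose in 8 of 31 cases, 10 when adjusted over the list alone, among them CCN2 (0.57 ± 0.08) and GADD45A (0.57 ± 0.07), with a list median of 0.08 (adjusted p = 1.6e-09, and adjusted p = 0.15 with an estimated correlation). EGFR ligand and MAPK feedback genes rose in 7 and fell in 1 of 24 cases, or 9 and 2 adjusted over the list alone (median 0.08, adjusted p = 1.5e-06, and adjusted p = 0.29 with an estimated correlation). Among extracellular matrix and wound response genes PLAUR, the urokinase receptor, rose by 1.65 ± 0.14 as 1 of 2 of 34 genes that passed, against 3 adjusted over the list alone (median 0.09, adjusted p = 0.00051, and adjusted p = 0.58 with an estimated correlation). The rises over all genes numbered 5 for the transcription factors without either 0 h array or 3 h replicate 2. Without 0 h replicates 1 and 2 and 3 h replicates 1 and 2 in turn they numbered 3, 4, 5 and 4 for the YAP and SRF targets and 2, 3, 3 and 2 for the EGFR ligand and MAPK feedback genes, whose 1 fall was not called without any of the 4 and became 2 without either 1 h array. Without either 0 h array or 3 h replicate 2, 1 matrix and wound response gene rose. The largest falls were in ANKRD22 (−0.75 ± 0.15), BCL6 (−0.68 ± 0.14), the chaperone DNAJB9 (−0.64 ± 0.08), LOC100128288 (−0.64 ± 0.11) and TRIB2 (−0.60 ± 0.07).

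At 3 h 198 genes rose and 37 fell, and 2096 genes had an unadjusted p under 0.05. The number of genes changed at 3 h was 84 without 0 h replicate 1, 146 without 0 h replicate 2, 132 without 3 h replicate 1 and 95 without 3 h replicate 2. The call of LOC100128288 ended without 0 h replicate 1 (−0.55) or 3 h replicate 2 (−0.48). That of ANKRD22 ended without any 1 array of 0 h, 3 h, 12 h, 24 h or 48 h (−0.89 to −0.60), and that of BCL6 without any 1 array of the times other than 12 h (−0.74 to −0.62).

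At 6 h IL36G was 3.50-fold higher than at 0 h, the keratin KRT34 3.28-fold, GBP6 2.78-fold, the smooth muscle actin gene ACTG2 2.65-fold and the transcription cofactor VGLL3 2.61-fold. DNAJB9 fell 2.63-fold, the ubiquitin ligase component FBXO32 2.44-fold, KLHL24 2.24-fold, the clock repressor NR1D1 2.15-fold and DDIT3, a stress-induced transcription factor, 2.07-fold. Of 23 genes of the unfolded protein and integrated stress response 10 fell and none rose, 14 when adjusted over the list alone, with a median of −0.30 (adjusted p = 2.2e-12, and adjusted p = 0.038 with an estimated correlation). Of 47 genes of DNA replication and the G1/S transition 12 fell and none rose, and 28 fell and 2 rose when adjusted over the list alone (median −0.24, adjusted p = 6.2e-15, and adjusted p = 0.17 with an estimated correlation). The cyclin gene CCNE2 fell by 0.69 on the log2 scale. The helicase gene MCM6 had a log2 difference of −0.51 ± 0.09, whose call ended without 0 h replicate 2 (−0.47) or 6 h replicate 1 (−0.47). Over all genes, 6 stress response genes fell without either 0 h array or 6 h replicate 2. The DNA replication genes that fell numbered 7 and 2 without 0 h replicates 1 and 2, and 2 and 4 without 6 h replicates 1 and 2.

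Replication-dependent histones fell in 4 of 38 cases at 6 h, 17 when adjusted over the list alone (median −0.23, adjusted p = 5.2e-13, and adjusted p = 0.17 with an estimated correlation). In contrast, 7 of 44 genes of mitosis and the G2/M phase rose and none fell, 13 when adjusted over the list alone, with a median of 0.17 (adjusted p = 6.5e-11, and adjusted p = 0.26 with an estimated correlation), and the mitotic kinase gene PLK1 rose by 0.42 ± 0.06. The mitosis list already had medians of 0.09 at 1 h (adjusted p = 2.7e-06, and adjusted p = 0.38 with an estimated correlation) and 0.08 at 3 h (adjusted p = 2.8e-05, and adjusted p = 0.58 with an estimated correlation), with no member passing at either time, over all genes or adjusted over the list alone. The 3 h value had an adjusted p of 0.196 without 3 h replicate 1. Cytokine and NF-kB feedback genes rose in 10 and fell in 1 of 30 cases, or 14 and 1 adjusted over the list alone (median 0.19, adjusted p = 9e-12, and adjusted p = 0.17 with an estimated correlation). Genes of adherens and tight junctions rose in 3 of 19 cases, 4 when adjusted over the list alone, with CLDN4 (1.20 ± 0.13) and CLDN1 (0.59 ± 0.09) among them (median 0.17, adjusted p = 9e-05, and adjusted p = 0.26 with an estimated correlation). Without 0 h replicates 1 and 2 and 6 h replicates 1 and 2 in turn, the histone falls over all genes numbered 2, 1, 2 and 2 and the mitosis rises 1, 2, 1 and 2. The cytokine rises numbered 6 without 6 h replicate 1, and the 1 fall was not called without 0 h replicate 2 or either 6 h array.

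At 6 h 251 genes rose and 277 fell, and 3008 genes had an unadjusted p under 0.05. With each array centred on its median 308 rose and 226 fell. The number of genes changed at 6 h was 343 without 0 h replicate 1 (188 higher), 168 without 0 h replicate 2 (100 higher), 195 without 6 h replicate 1 (83 higher) and 281 without 6 h replicate 2 (169 higher).

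Of the 23 genes of the unfolded protein and integrated stress response 20 fell at 12 h and none rose, also when adjusted over the list alone, with a median of −0.58 (adjusted p = 3.5e-20, and adjusted p = 0.0076 with an estimated correlation). DDIT3 fell by 1.31, the cystine transporter gene SLC7A11 by 1.16, MANF by 1.09 and DNAJB9 by 0.99 on the log2 scale. The largest rises were in PYY, ACTG2 (3.32-fold), KRT13, a keratin of suprabasal cells (3.32-fold), the cystatin gene CST1 and GRHL3 (3.17-fold). TNFSF18 fell 2.79-fold, AGR2, a protein disulfide isomerase, 2.65-fold and the secretory chaperone SCG5 2.59-fold, and the histone gene H3C3 had a log2 difference of −1.27 ± 0.31.

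Of 38 replication-dependent histones 21 fell at 12 h and none rose, 28 when adjusted over the list alone (median −0.31, adjusted p = 8e-14, and adjusted p = 0.20 with an estimated correlation). DNA replication genes fell in 9 and rose in 1 of 47 cases, or 17 and 1 adjusted over the list alone (median −0.15, adjusted p = 2.2e-06, and adjusted p = 0.50 with an estimated correlation). CDC45 fell by 0.58 and E2F2, which encodes a transcription factor of S phase genes, rose by 0.66 ± 0.09. Of the 9 suprabasal keratins KRT13 (1.73 ± 0.10) and KRT1 (1.20 ± 0.14) rose, the same 2 counts holding when adjusted over the list alone (median 0.25, adjusted p = 0.015, adjusted p = 0.47 with an estimated correlation, and 0.0716 without 0 h replicate 2). Junction genes rose in 7 of 19 cases, also when adjusted over the list alone, with CLDN4 at 1.29 ± 0.13 and CLDN7 at 1.23 ± 0.13 (median 0.16, adjusted p = 0.00091, and adjusted p = 0.47 with an estimated correlation). The mitosis list rose in 10 of 44 cases, 12 when adjusted over the list alone (median 0.10, adjusted p = 0.0077, adjusted p = 0.67 with an estimated correlation, and 0.121 without 0 h replicate 1). Without 0 h replicates 1 and 2 and 12 h replicates 1 and 2 in turn, the histone falls over all genes numbered 10, 8, 8 and 11 and the mitosis rises 4, 3, 3 and 4. The DNA replication falls numbered 2 without 0 h replicate 2 and 4 without 12 h replicate 1, and the junction rises 3 without either of these arrays and 4 without 12 h replicate 2.

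At 12 h 942 genes rose and 1423 fell, and 6002 genes had an unadjusted p under 0.05. The balance depended on the scaling, the dim probe sets and 1 array: 1185 rose and 1207 fell with each array centred on its median, 480 and 1716 with probe sets under the median brightness removed, and 1327 and 1203 without 0 h replicate 1. The number of genes changed at 12 h was 407 without 0 h replicate 2, 715 without 12 h replicate 1 and 949 when arrays were weighted by their quality. The call of PYY, at 1.83 ± 0.52, ended at 0.92 without 0 h replicate 2 and without any 1 array of 12 h, 24 h or 48 h (up to 2.04). That of CST1, at 1.72 ± 0.46, ended without 0 h replicate 2 (1.45) or either 12 h array (1.86 and 1.59), and that of H3C3 without 0 h replicate 1 (−0.93) or either 12 h array (−1.45 and −1.10).

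At 24 h KRT13 rose 11.5-fold, KRT10, the main keratin of suprabasal cells, 8.63-fold, its partner KRT1 7.45-fold, KRT23 6.71-fold and ACTG2 4.76-fold. Of the 9 suprabasal keratins 5 rose, 6 when adjusted over the list alone (median 0.50, adjusted p = 6.9e-14, and adjusted p = 0.011 with an estimated correlation). Cornified envelope genes rose in 13 of 26 cases and fell in none, 17 when adjusted over the list alone (median 0.50, adjusted p = 1.6e-14, and adjusted p = 0.076 with an estimated correlation). Among them were CRCT1 (2.01 ± 0.25), sciellin, SCEL (1.69 ± 0.08), and KRTDAP (1.26 ± 0.17). Kallikreins and protease regulators rose in 13 of 27 cases, 18 when adjusted over the list alone, with KLK7 at 1.84 ± 0.15 and the inhibitor SERPINB13 at 1.28 ± 0.08 (median 0.40, adjusted p = 1.2e-16, and adjusted p = 0.087 with an estimated correlation). Without 0 h replicate 2, 7 cornified envelope genes rose over all genes, and the kallikreins and protease regulators that rose numbered 6 without 0 h replicate 2, 7 without 24 h replicate 1 and 8 without 24 h replicate 2.

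Of 13 desmosome genes 5 rose at 24 h, 7 when adjusted over the list alone, with the desmosomal cadherins DSG4 (1.47 ± 0.14), DSG1 (1.45 ± 0.08) and DSC1 (1.38 ± 0.12) highest (median 0.19, adjusted p = 1.4e-07, and adjusted p = 0.13 with an estimated correlation). Junction genes rose in 5 of 19 cases, 7 when adjusted over the list alone, led by CLDN4 (1.56 ± 0.13) and CLDN7 (1.53 ± 0.13; median 0.22, adjusted p = 1.1e-07, and adjusted p = 0.087 with an estimated correlation). The SPRR and LCE families, small proteins of the cornified envelope, rose in 11 and fell in 1 of 27 cases, or 14 and 1 adjusted over the list alone, with SPRR3 at 1.54 ± 0.22 (median 0.26, adjusted p = 8.1e-07, and adjusted p = 0.28 with an estimated correlation). Differentiation transcription factors rose in 10 of 31 cases and fell in none, or 15 and 3 adjusted over the list alone, with ZNF750 at 2.08 ± 0.11 and OVOL1 at 1.52 ± 0.12 (median 0.17, adjusted p = 2.9e-05, and adjusted p = 0.28 with an estimated correlation). Among barrier lipid genes SULT2B1, a cholesterol sulfotransferase, rose by 1.47 ± 0.17 as 1 of 2 of 31 genes that passed, 3 when adjusted over the list alone (median 0.13, adjusted p = 0.0050, and adjusted p = 0.28 with an estimated correlation). S100 and antimicrobial genes rose in 4 and fell in 1 of 20 cases, or 5 and 1 adjusted over the list alone, with the protease inhibitor SLPI at 1.80 ± 0.17 (median 0.19, adjusted p = 0.0014, and adjusted p = 0.28 with an estimated correlation). The rises over all genes numbered 3 for desmosomes without 24 h replicate 1, and 1 for barrier lipid genes without 0 h replicate 2 or 24 h replicate 1. For SPRR and LCE genes they numbered 2 without 0 h replicate 2, 4 without 24 h replicate 1 and 3 without 24 h replicate 2, and the 1 fall was not called without any 1 array of 0 h or 24 h. For the transcription factors they numbered 5 and 6 without 0 h replicates 1 and 2, and 5 and 6 without 24 h replicates 1 and 2. For S100 and antimicrobial genes they numbered 1 without 0 h replicate 2 and 2 without 24 h replicate 2, and the 1 fall was not called without any 1 array of 0 h, 1 h or 24 h.

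Stress response genes fell in 17 of 23 cases at 24 h over all genes and in 21 when adjusted over the list alone (median −0.57, adjusted p = 5.8e-28, and adjusted p = 0.0027 with an estimated correlation). HSPA5, the main chaperone of the endoplasmic reticulum, fell by 1.02, PDIA4 by 1.03 and CRELD2 by 1.09 on the log2 scale. The largest falls were in the matrix gene POSTN (3.45-fold), AKR1C2 (2.85-fold), SCG5 (2.76-fold), the stress regulator NUPR1 (2.73-fold) and the steroid dehydrogenase HSD17B2 (2.64-fold). DNA replication genes fell in 5 and rose in 1 of 47 cases, or 14 and 1 adjusted over the list alone (median −0.18, adjusted p = 6e-10, and adjusted p = 0.16 with an estimated correlation). The mitosis list rose in 10 of 44 cases, 19 when adjusted over the list alone, with the kinesin KIF20A at 0.51 ± 0.08 (median 0.17, adjusted p = 1.6e-12, and adjusted p = 0.16 with an estimated correlation). The DNA replication falls over all genes numbered 0 without 0 h replicate 2 or 24 h replicate 1, 1 without 24 h replicate 2 and 3 without any 1 array of 1 h, 3 h or 6 h, and the 1 rise was not called without either 0 h array or 24 h replicate 1. The mitosis rises numbered 3 and 5 without 0 h replicates 1 and 2, and 4 and 2 without 24 h replicates 1 and 2. In total 484 genes rose and 451 fell at 24 h, 430 and 718 with probe sets under the median brightness removed, and 3521 genes had an unadjusted p under 0.05. The number of genes changed at 24 h was 358 without 0 h replicate 2 (231 higher), 314 without 24 h replicate 1 and 418 without 24 h replicate 2.

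At 48 h KRT10 was the brightest probe set on both arrays, at 67310 ± 1281 (SD, n = 2) against 1310 ± 6.61 at 0 h, a 50.8-fold rise. The next brightest were at 28517 and 29635. Whether a signal as high as that of KRT10 stays proportional to RNA was not tested. KRT1 rose 32.6-fold, KRT13 17.3-fold, the growth factor-like gene IGFL2 12.5-fold and KRT23 9.67-fold. The desmosomal cadherin DSC1 rose 7.13-fold, STEAP4 6.99-fold and the retinoic acid binding protein CRABP2 6.25-fold. The chemokine CXCL10 rose from an intensity of 24.9 ± 2.21 to 434 ± 56.8 and BBOX1, an enzyme of carnitine synthesis, from 12.1 ± 0.445 to 177 ± 39.9 (SD, n = 2). These 0 h intensities were close to or below the pseudocount of 16, so a fold would depend on it and none is given. The largest falls were in POSTN (4.60-fold), SCG5 (3.99-fold), the metalloprotease MMP3 (3.78-fold), the cytokine IL24 (3.76-fold) and TXNIP, an inhibitor of thioredoxin (3.54-fold). IL1RL1, at 27.4 ± 7.07 against 114 ± 10.4 at 0 h (SD, n = 2), was also close to the pseudocount at 48 h. HSD17B2 fell 3.22-fold, FAM180A 2.78-fold, CXCL1 2.65-fold and the bicarbonate transporter SLC4A4 2.52-fold.

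DNA replication and G1/S genes fell in 36 of 47 cases at 48 h and rose in none, 43 when adjusted over the list alone, with a median of −0.48 (adjusted p = 4.7e-23, and adjusted p = 0.093 with an estimated correlation). BRIP1 fell by 1.03, CLSPN by 0.98, CCNE2 by 0.87 and CDC6 by 0.86 on the log2 scale. The mitosis list, whose median was above 0 at the 5 earlier times, had a median of −0.10 (adjusted p = 0.085). Suprabasal keratins rose in 5 of 9 cases, 6 when adjusted over the list alone (median 0.75, adjusted p = 7.3e-11, and adjusted p = 0.044 with an estimated correlation). Cornified envelope genes rose in 14 and fell in 1 of 26 cases, or 17 and 1 adjusted over the list alone, with KRTDAP at 2.47 ± 0.17 and involucrin, IVL, at 1.92 ± 0.30 (median 0.62, adjusted p = 7.3e-11, and adjusted p = 0.093 with an estimated correlation). Kallikreins and protease regulators rose in 13 and fell in 1 of 27 cases, or 15 and 3 adjusted over the list alone (median 0.48, adjusted p = 5.9e-10, and adjusted p = 0.25 with an estimated correlation). SPRR and LCE genes rose in 13 and fell in 1 of 27 cases, or 15 and 1 adjusted over the list alone (median 0.40, adjusted p = 1e-06, and adjusted p = 0.35 with an estimated correlation). Over all genes, 7 SPRR and LCE genes rose without 0 h replicate 2 or 48 h replicate 1, and the 1 fall was not called without 0 h replicate 1 or either 48 h array. The 1 fall among cornified envelope genes was not called without 0 h replicate 1 or 48 h replicate 2. The falls among kallikreins and protease regulators numbered 0 without 0 h replicate 1 or 48 h replicate 1 and 2 without 0 h replicate 2 or any 1 array of 3 h or 6 h.

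S100 and antimicrobial genes rose in 8 and fell in 1 of 20 cases at 48 h, with the same counts adjusted over the list alone, and SLPI (2.17 ± 0.17), PI3 (2.09 ± 0.25) and the defensin DEFB1 (1.81 ± 0.11) led them (median 0.16, adjusted p = 1e-05, and adjusted p = 0.25 with an estimated correlation). Desmosome genes rose in 5 and fell in 1 of 13 cases, or 6 and 1 adjusted over the list alone, with DSG1 at 2.60 ± 0.08 (median 0.19, adjusted p = 8.2e-05, and adjusted p = 0.29 with an estimated correlation). Stress response genes fell in 13 and rose in 3 of 23 cases, also when adjusted over the list alone, and DDIT4 was among those that rose (0.96 ± 0.08; median −0.39, adjusted p = 0.00018, and adjusted p = 0.13 with an estimated correlation). KRT16, the only wound keratin measured, rose by 0.46 at 24 h and 1.36 at 48 h. Immediate early genes fell in 9 and rose in 1 of 34 cases, or 9 and 3 adjusted over the list alone (median −0.13, adjusted p = 0.025, and adjusted p = 0.64 with an estimated correlation), and that call ended without 0 h replicate 1 (0.0586) or 48 h replicate 1 (0.0802). EGR1, in contrast, rose by 1.28 ± 0.17. The immediate early falls over all genes numbered 5 without either 48 h array and the rises 2 without any 1 array of 6 h, 12 h or 24 h. The desmosome rises numbered 3 without either 0 h array or 48 h replicate 2. The 1 desmosome fall was not called without any 1 array of 0 h or 48 h, nor the 1 fall among S100 and antimicrobial genes without 48 h replicate 1. In total 1165 genes rose and 1484 fell at 48 h, 1586 and 1312 after cyclic loess, and 5219 genes had an unadjusted p under 0.05. The number of genes changed at 48 h was 1675 without 0 h replicate 1, 1563 without 0 h replicate 2 (798 higher), 1459 without 48 h replicate 1 and 1353 without 48 h replicate 2.

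**Figure D2:**
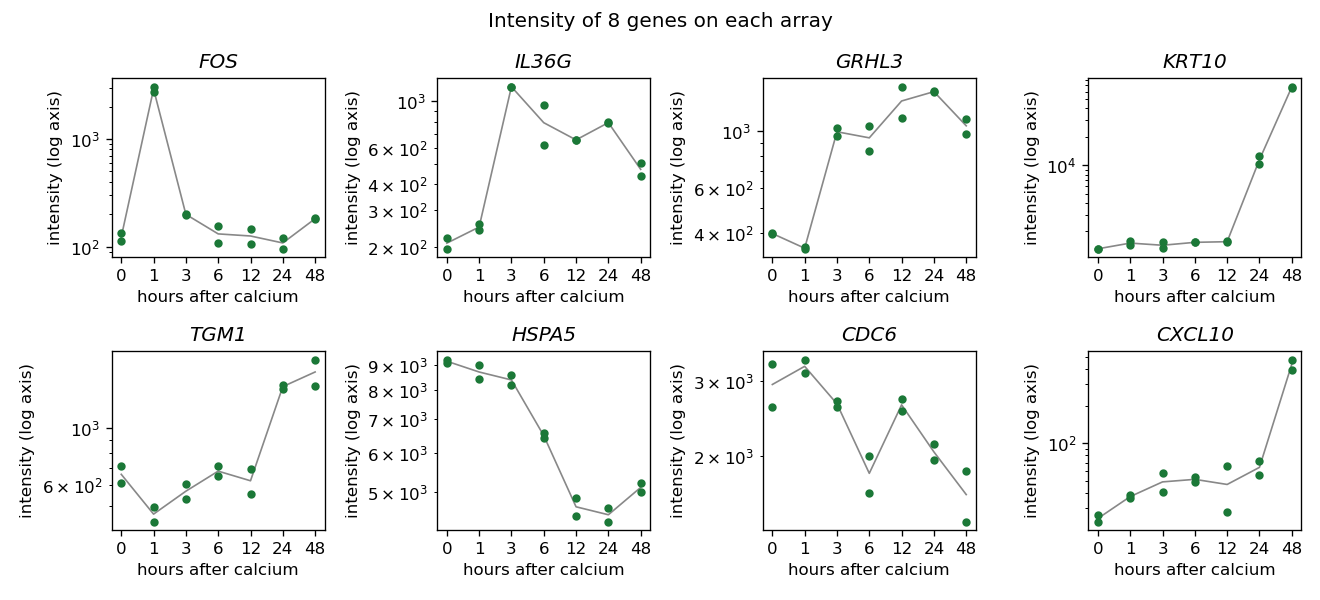
Intensity (vertical axis, log scale) of FOS, IL36G, GRHL3, KRT10, TGM1, HSPA5, CDC6 and CXCL10 against hours after calcium addition (horizontal axis, evenly spaced times); each point is 1 array and the line joins the means of 2 arrays. FOS was at 2907 at 1 h against 123 at 0 h, IL36G was 5.30-fold higher at 3 h and KRT10 50.8-fold at 48 h.

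**Figure D3:**
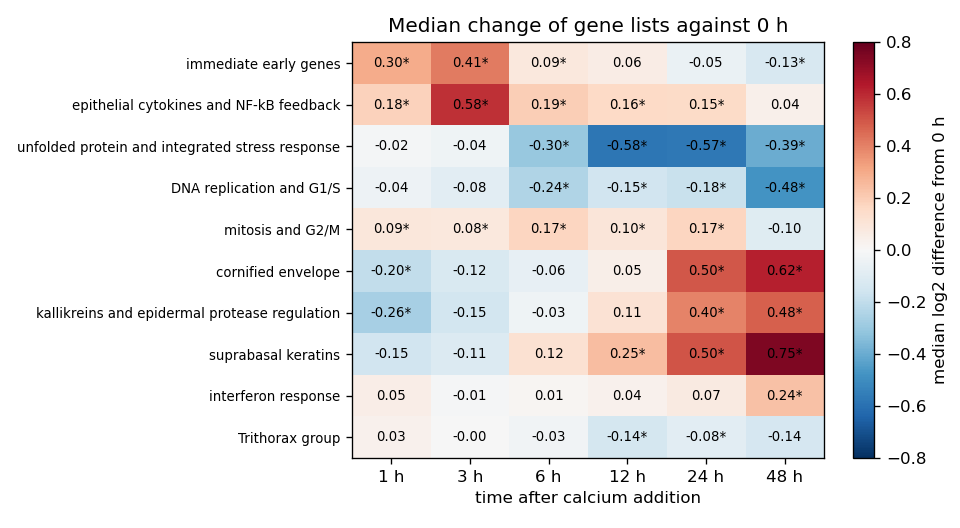
Median log2 difference from 0 h (colour and printed value) of 10 gene lists (vertical axis) at each time after calcium addition (horizontal axis); an asterisk marks a camera adjusted p under 0.05 with the preset correlation, and 7 of the calls over all lists and times hold with an estimated correlation. The stress response list had medians of −0.58 at 12 h and −0.57 at 24 h, and the suprabasal keratins 0.75 at 48 h.

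Neighbouring times were compared directly to find when the changes took place. From 24 h to 48 h 2284 genes changed, 1161 upward and 1123 downward, against 158 from 1 h to 3 h (123 upward), 273 from 3 h to 6 h (182 downward), 332 from 6 h to 12 h (203 downward) and 259 from 12 h to 24 h (218 upward). The 6 h to 12 h count fell to 1 without 6 h replicate 1, 89 without 12 h replicate 1, 147 without 12 h replicate 2, 206 without either 1 h array and 219 without either 24 h array. From 24 h to 48 h it was 846 and 1225 without 24 h replicates 1 and 2, and 1139 and 971 without 48 h replicates 1 and 2. From 12 h to 24 h it was 125 without 12 h replicate 1, and 111 and 83 without 24 h replicates 1 and 2. From 1 h to 3 h it was 83 and 55 without 1 h replicates 1 and 2, and 54 and 50 without 3 h replicates 1 and 2. From 3 h to 6 h it was 66 and 68 without 3 h replicates 1 and 2, 154 and 59 without 6 h replicates 1 and 2, and 172 without either 24 h array.

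The study asked how GRHL3, a Grainyhead transcription factor of the epidermis, and its target TGM1 change as the cells differentiate. GRHL3 had a log2 difference of −0.18 ± 0.13 at 1 h, rose 2.43-fold by 3 h (from 399 ± 4.89 to 995 ± 48.7, SD, n = 2) and was 2.29-fold higher at 6 h, 3.17-fold at 12 h, 3.47-fold at 24 h and 2.56-fold at 48 h. TGM1, the transglutaminase that links cornified envelope proteins, had log2 differences of −0.50, −0.21, 0.04 and −0.09 at 1, 3, 6 and 12 h that did not pass. It rose 2.17-fold by 24 h (adjusted p = 0.00048) and 2.46-fold by 48 h (adjusted p = 6.7e-05). The 8 genes that the study tested as shared GRHL3 and MLL2 targets had a median of −0.42 at 1 h, with none passing and 4 lower when adjusted over the list alone (adjusted p = 9e-05, and adjusted p = 0.37 with an estimated correlation). Of the 8, 7 rose at 24 h, also when adjusted over the list alone (median fold 2.14, adjusted p = 5.2e-12, and adjusted p = 0.077 with an estimated correlation). At 48 h 7 rose, 8 when adjusted over the list alone (median log2 difference 1.08, adjusted p = 4.6e-10, and adjusted p = 0.093 with an estimated correlation). The 24 h median is a fold and the 48 h median a log2 difference, so they are not on one scale. Without 0 h replicate 2, 3 of the 8 rose at 24 h. SCEL rose by 1.90 ± 0.08 at 48 h, SBSN by 1.20 ± 0.19 and BLNK by 0.77 ± 0.12, while CRCT1, at 2.01 ± 0.25 at 24 h, was at 0.65 ± 0.25 at 48 h and did not pass. This list was chosen by the study on related samples and its direction is not independent evidence.

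A list of 17 genes held those that the study named on these arrays or gave as PCR targets. Of these, 5 rose at 1 h, with the list's test passing (adjusted p = 9e-05, and adjusted p = 0.32 with an estimated correlation). When adjusted over the list alone, 5 rose and 2 fell. FOS and KLF4 (0.94 ± 0.07) were among them. Those that rose over all genes numbered 2 without either 0 h array or 1 h replicate 1, and 3 without 1 h replicate 2 or either 24 h array. At 3 h 4 rose, 6 when adjusted over the list alone (median 0.13, adjusted p = 1.1e-07, and adjusted p = 0.085 with an estimated correlation), including CREB5 (0.77 ± 0.07) and SOCS3 (0.84 ± 0.09). At 24 h 7 rose and 2 fell, or 8 and 4 adjusted over the list alone, and the list's median was −0.02 while its mean was 0.46 and its test was upward (adjusted p = 0.013, adjusted p = 0.28 with an estimated correlation, and 0.0554 without 0 h replicate 1). The falls at 24 h over all genes numbered 0 without 0 h replicate 2 or either 24 h array and 1 without any 1 array of 1 h, 3 h or 6 h. GRHL1 rose by 1.01 ± 0.10 and periplakin, PPL, by 0.84 ± 0.09 at 24 h, and CDKN2A, an inhibitor of cell cycle entry, by 1.09 ± 0.12 at 48 h. The text of the study gives BRIP1, ETS1, CREB5, GRHL1 and PPL only as PCR targets. A supplementary figure caption describes genes shown as representative of the early, intermediate and late clusters, without naming them. Whether these PCR targets are among those genes is not stated in the text. The study names the other genes from the patterns on these arrays, so none of these counts is independent evidence of a direction.

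The study compared the Trithorax group, whose complexes methylate histone H3 at lysine 4, with GRHL3 over the same times. It reports a relatively stable level of the methyltransferases and core complex members. Its discussion states that MLL2 and other components do not change while GRHL3 increases. By immunofluorescence of human skin it found more MLL2 and WDR5 in more differentiated cells. Protein was not measured here. The member list used here was not taken from the study, whose text does not name KDM6A. Of 19 measured members, 17 had 95% confidence intervals of the log2 difference within 1.5-fold of 0 h at all 6 times, 5 within the narrower bound given above and 18 within 2-fold. The exceptions to 1.5-fold were KDM6A, a histone demethylase that rose 1.83-fold at 6 h (adjusted p = 3.1e-05), and KMT2D, at −0.44 ± 0.13 at 12 h with an interval down to −0.73. That call of KMT2D ended without any 1 array of 0 h, 3 h, 6 h or 12 h (−0.52 to −0.37). KDM6A also rose at 3 h (0.58 ± 0.06), 12 h (0.48 ± 0.06) and 24 h (0.35 ± 0.06), the last without a call when 24 h replicate 1 was left out (0.32). The study gives KMT2B and ALR as further names of its MLL2, ties MLL2 to Kabuki syndrome and treats MLL4 as another gene. In the annotation used here MLL2 and MLL4 are older names of both KMT2B and KMT2D, while ALR and the Kabuki syndrome name belong to KMT2D and not to KMT2B. These names point to different genes. Read as KMT2D, MLL2 is an exception to the 1.5-fold bound, and read as KMT2B it is not. KMT2B stayed within an interval of −0.37 to 0.19 at all 6 times, and WDR5 within −0.41 to 0.13. WDR5 (−0.25 ± 0.07), RBBP5 (−0.32 ± 0.08), HCFC1 (−0.36 ± 0.08) and PAGR1 (−0.26 ± 0.08) fell at 48 h. These 4 calls ended without either 0 h or 48 h array for RBBP5 (−0.37 to −0.28), without those or either 1 h array for WDR5 (−0.28 to −0.22), without those of 0 h, 3 h, 6 h or 48 h for PAGR1 (−0.31 to −0.22), and without 0 h replicate 2 (−0.31) or 48 h replicate 1 (−0.29) for HCFC1. The F test called 5 of the 19 members, and 2 to 4 when 1 array was left out, with 2 without either 1 h array, 24 h replicate 2 or 48 h replicate 2, and 3 without 0 h replicate 2, 3 h replicate 2, 12 h replicate 1, 24 h replicate 1 or 48 h replicate 1. As a list the group had medians of −0.14 at 12 h (adjusted p = 0.045, and adjusted p = 0.60 with an estimated correlation) and −0.08 at 24 h (adjusted p = 0.029, and adjusted p = 0.45 with an estimated correlation), with 1 member higher and 1 lower at 12 h and 1 higher at 24 h, and 1 higher at each time when adjusted over the list alone. Both calls ended without 0 h replicate 2 (0.303 and 0.486), and also without 12 h replicate 1 (0.140) and 24 h replicate 2 (0.0557). They ended after quantile normalization (0.365 and 0.180), after cyclic loess (0.499 and 0.209), and with probe sets under the median (0.411 and 0.244) or lower quartile (0.151 and 0.0935) of brightness removed, and the 12 h call also with array weights (0.0507). The members were bright, with a median percentile of 76.6, and the genes of that brightness, group 8 of 10 from the dimmest, had medians of −0.10 at 12 h and −0.05 at 24 h.

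The 900 genes changed over 1.5-fold were grouped by k-means into 4 patterns. The largest pattern, 312 genes, had its centroid maximum at 48 h and held 13 of 15 kallikrein and protease genes (Fisher's exact test, one-sided, adjusted p = 0.00079), 14 of 18 cornified envelope genes (adjusted p = 0.0029), 9 of 10 S100 and antimicrobial genes (adjusted p = 0.0056), 6 of 6 interferon response genes (adjusted p = 0.017), 5 of 5 suprabasal keratins (adjusted p = 0.032) and 9 of 12 SPRR and LCE genes (adjusted p = 0.032). It also held 7 of the 8 study targets (adjusted p = 0.027). Of these targets, SBSN is also on the cornified envelope list and SPRR2B on the SPRR and LCE list. Their enrichment is therefore not separate from that of those lists. A pattern of 257 genes with its maximum at 3 h and its minimum at 48 h held 14 of 15 DNA replication genes (adjusted p = 7.4e-06), of which 8 had their own highest mean at 0 h, 3 at 1 h, 2 at 3 h and 1 at 6 h. One of 151 genes with its maximum at 1 h and its minimum at 12 h held 11 of 13 stress response genes (adjusted p = 7.4e-06), of which 8 had their own highest mean at 0 h, 6 of 6 circadian clock genes (adjusted p = 0.00049) and 4 of 5 NRF2 targets (adjusted p = 0.027). The last pattern, of 180 genes, had its centroid maximum at 24 h and its minimum at 1 h, and no list passed in it. No centroid had its maximum at 0 h, although 114 of the 900 genes had their own highest mean there and 327 had it at 48 h. Genes in patterns with a maximum at 24 h or 48 h numbered 492, a summary chosen after the patterns were seen, and 324 to 327 without 6 h replicate 1 or either 12 h array.

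**Figure D4:**
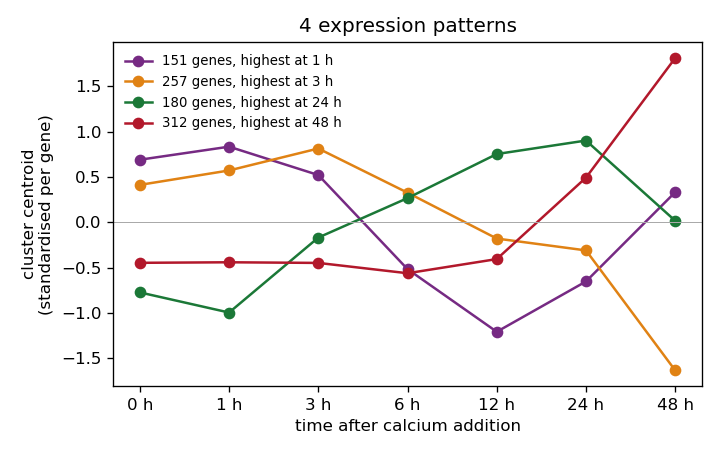
Centroids of 4 k-means patterns (vertical axis, mean of the values standardised per gene) of 900 genes against the time after calcium addition (horizontal axis, evenly spaced times). The pattern of 312 genes reached its maximum at 48 h and that of 257 genes its minimum there.

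Markers of other cell types were set beside these changes. Melanocyte and fibroblast markers passed at no time, with medians between −0.06 and 0.10 and between −0.09 and 0.10. Langerhans cell and leukocyte markers had a median of 0.15 at 12 h with 2 of 15 genes higher, 3 when adjusted over the list alone (adjusted p = 0.028, adjusted p = 0.60 with an estimated correlation, 0.107 without 0 h replicate 2 and 0.0581 without 12 h replicate 2), and CD14 was at 0.43 ± 0.11, a call that ended without 0 h replicate 2 (0.38) or 12 h replicate 1 (0.31). Endothelial markers had a median of −0.14 at 1 h with none of 12 genes passing and 1 lower when adjusted over the list alone (adjusted p = 0.014, adjusted p = 0.38 with an estimated correlation, 0.210 without 0 h replicate 1 and 0.0663 without 1 h replicate 1). The Langerhans cell and leukocyte rises at 12 h numbered 1 without 0 h replicate 1 and 0 without 0 h replicate 2 or 12 h replicate 1. The calls of both lists ended after quantile normalization (0.324 and 0.116) and cyclic loess (0.376 and 0.0804), and that of the leukocyte list with probe sets under the lower quartile of brightness removed (0.0512). Dim genes as a whole moved in the same directions at these times: in the 3 dimmest of 10 equal groups of genes the median log2 difference was 0.11 to 0.16 at 12 h and −0.10 to −0.04 at 1 h.

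**Figure D5:**
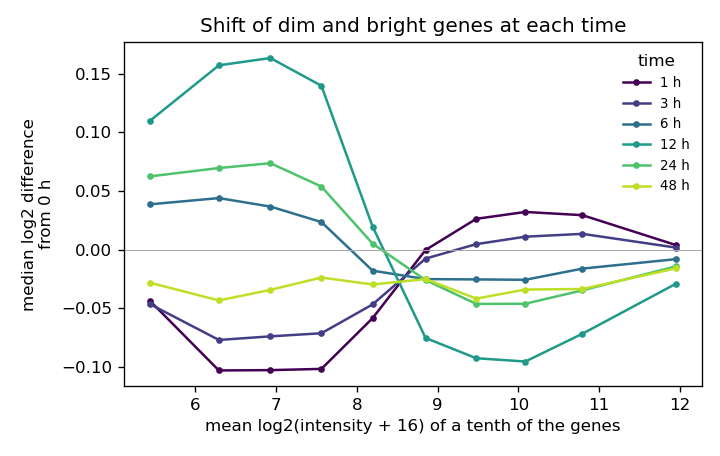
Median log2 difference from 0 h (vertical axis) of 10 equal groups of genes, ordered by mean log2(intensity + 16) over all arrays (horizontal axis), with 1 line per time. At 12 h dim groups lay up to 0.16 above 0 and brighter groups down to −0.10.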

Values the study reported

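The study reported 2,583 genes as differentially expressed over the differentiation time course, at p<0.005 and a fold change above 1.25.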

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

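Of the tests below, the count of lists turning back and the counts with only 4 arrays or with array weights were planned before their results were seen, and the others were chosen after the results they bear on were seen.

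More genes passed at 12 h than at 24 h, by a ratio of 2.53 (2365 against 935). With only the 4 arrays of each comparison 342 passed at 12 h and 420 at 24 h, and with array weights 949 and 863. After cyclic loess the ratio was 1.73 (1641 against 947 genes). It ranged from 0.605 to 2.52 when 1 array was left out, with 2.52 and 0.889 without 0 h replicates 1 and 2. A shift of dim against bright genes therefore cannot be told apart from other causes. Without 0 h replicate 2, which both comparisons lose, the ratio was 1.14, and without 0 h replicate 1 it was 3.61, so 1 array at 0 h may account for the excess. With 1 array left out at both 12 h and 24 h it was 1.68 and 1.24 without 12 h replicate 1, and 4.03 and 2.97 without 12 h replicate 2, which leaves open whether 1 array at 12 h added to it. As a test of a passing state of the cells, 1 list (replication-dependent histones) shifted at 12 h turned back by 24 h after cyclic loess in the fits with either 12 h array alone, with a range of 1 to 2 lists, which decides nothing.

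The cornified envelope and kallikrein lists together had a median of −0.233 over 53 members at 1 h against 0 h. Against the 0 h array that gave the smaller fall the median was −0.157 (−0.369 against the other), which argues against 1 array at 0 h. After cyclic loess it was −0.189 (−0.263 to −0.142 without 1 array), which argues against a shift of dim against bright genes as the whole cause. A level raised in the 0 h cells stays open, since the members' median from 1 h to 3 h was 0.124 but ranged from 0.00543 to 0.203 without 1 array.

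The mitosis list was higher at 24 h (median 0.174 over 44 members) while the DNA replication list was lower. After cyclic loess the median was 0.211 (0.203 to 0.233 without 1 array), and its lowest value without 1 array of 0 h or 24 h was 0.145, which argue against a shift of dim against bright genes and against 1 array as the whole cause. The list then fell from 24 h to 48 h, with a median of −0.308 (−0.344 to −0.261 without 1 array), which any exit from the cell cycle would give. Whether cells first gathered in G2 and mitosis was not tested and stays open, and no biological explanation was tested. No cell counts or DNA content were analysed here.

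For 8 lists a shift at one time and the opposite shift at another differed by a direct test; the pair of times with the largest direct difference is given. Circadian clock genes were lower at 6 h than at 3 h by a median of −0.212 (adjusted p = 7.1e-11, and adjusted p = 0.048 with an estimated correlation). They were the only one of the 8 lists under 0.05 with an estimated correlation. Since the pair of times was chosen by its difference, that value does not single the list out. Cornified envelope genes differed by 0.788 between 1 h and 24 h (adjusted p = 1.3e-14, and adjusted p = 0.077 with an estimated correlation). The study's GRHL3 and MLL2 targets differed by 1.76 over the same span (adjusted p = 5.3e-10, and adjusted p = 0.087 with an estimated correlation). Kallikreins and protease regulators differed by 0.851 between 1 h and 48 h (adjusted p = 7.1e-13, and adjusted p = 0.17 with an estimated correlation). S100 and antimicrobial genes differed by 0.474 over that span (adjusted p = 1.9e-06, and adjusted p = 0.18 with an estimated correlation), and immediate early genes by −0.653 (adjusted p = 2.9e-17, and adjusted p = 0.056 with an estimated correlation). Targets of p53 differed by −0.249 between 1 h and 12 h (adjusted p = 5.7e-05, and adjusted p = 0.35 with an estimated correlation). Extracellular matrix and wound response genes differed by −0.146 between 3 h and 24 h (adjusted p = 1.1e-05, and adjusted p = 0.30 with an estimated correlation). Their 24 h shift, at a median of −0.09 with 4 of 34 genes higher and 6 lower, or 7 and 9 adjusted over the list alone (adjusted p = 0.027, and adjusted p = 0.65 with an estimated correlation), ended without 0 h replicate 2 (0.0696) or 24 h replicate 2 (0.160), after quantile normalization (0.0709), and with probe sets under the median (0.357) or lower quartile (0.0935) of brightness removed. The higher genes numbered 1 without 0 h replicate 2 and 2 without 0 h replicate 1 or either 24 h array. The 1 h shift of S100 and antimicrobial genes ended without 0 h replicate 1 (0.0891), the 48 h shift of immediate early genes without 0 h replicate 1 (0.0586) or 48 h replicate 1 (0.0802), and the 12 h shift of p53 targets without 0 h replicate 2 (0.0762).

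Probe sets outside the comparisons also changed at 48 h against 0 h by limma: 22 of 12083 with no gene symbol and 175 of 1683 with several symbols, after 71 that include a gene of the Y chromosome, XIST or TSIX were left out.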

How the results depend on the processing

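Over 586 alternative values of 22 counts, 466 stayed within 1.5 times and 120 did not. Of 2273 alternative tests of the 91 called lists 2123 kept their call and 150 lost it (10 after quantile normalization, 12 after cyclic loess, and 13 with each removal of dim probe sets), and of 7917 of the 320 called named genes 7409 kept it and 508 lost it. Of 7062 for the 285 named genes not called, 209 passed and 149 moved. None of these tests of called lists and genes gave a call in the opposite direction. The list tests did not include the estimated correlation, with which 0, 2, 1, 1, 2 and 1 calls held at the 6 times. Leaving out an array outside a comparison kept its log2 differences, so only the estimated spread changed. The share of calls kept is therefore no measure of how firm the list calls are. Some list medians changed sign where the call was lost. The median of p53 targets at 3 h was 0.0243 without 1 h replicate 1 and −0.0238 without 0 h replicate 1. That of YAP and SRF targets at 24 h was −0.00766 without 3 h replicate 1 and 0.0230 without 24 h replicate 2. Signal over background was not measured, so its limit on these counts is unknown beyond the counts with dim probe sets removed. The cause of the differences below was not tested, except that leaving out arrays or genes changes the numbers compared.

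Genes changed over 1.5-fold numbered 38, 93, 135, 249, 270 and 570 at the 6 times. With only the 4 arrays of each comparison, genes changed by any fold numbered 11, 87, 72, 342, 420 and 1584. Lists called with an estimated correlation numbered 0, 2, 1, 1, 2 and 1. The one-way analysis of variance gave 2007 time course genes at the lower fold threshold (2593 over all probe sets kept, a count chosen after seeing the data), 692 over 1.5-fold and 4464 by adjusted p. The narrower bound held 5 Trithorax members. With a pseudocount of 1 the F test called 3 Trithorax members. With 64, genes changed numbered 184 at 1 h, 249 from 1 h to 3 h, 435 from 3 h to 6 h, 663 from 6 h to 12 h and 438 from 12 h to 24 h. Quantile normalization gave 49 genes at 1 h and 3 Trithorax members by F, and median centring 17 lists at 3 h. With probe sets under the median brightness removed, 705 genes changed from 6 h to 12 h and 413 from 12 h to 24 h. Then 220 of 483 grouped genes were in patterns with a late maximum, and 9 Trithorax members passed. With those under the lower quartile removed, 175 changed at 1 h, 245 from 1 h to 3 h, 643 from 6 h to 12 h and 430 from 12 h to 24 h. Moderation with a trend and robust gave 219 genes at 1 h, 366 at 3 h, 884 at 6 h, 1433 at 24 h, 288 from 1 h to 3 h, 508 from 3 h to 6 h, 799 from 6 h to 12 h, 502 from 12 h to 24 h and 10 Trithorax members. Array weights gave 949 at 12 h, 272 from 1 h to 3 h and 93 from 6 h to 12 h. Replicate numbers did not pair arrays (correlations of deviations −0.229 to 0.174), and a replicate block gave 3 Trithorax members. Cyclic loess, chosen after seeing the data, gave 53 genes at 1 h and 2 Trithorax members.

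Without 1 array, time course genes ranged from 5295 to 7475. Genes changed ranged from 23 to 89 at 1 h, 84 to 236 at 3 h, 168 to 552 at 6 h, 407 to 2530 at 12 h, 314 to 1046 at 24 h and 1353 to 2863 at 48 h. Between neighbouring times they ranged from 50 to 163, 59 to 313, 1 to 374, 83 to 249 and 846 to 2479. Lists called ranged from 15 to 19, 10 to 20, 10 to 17, 9 to 14, 19 to 23 and 14 to 18, late patterns from 324 to 549 genes, grouped genes from 865 to 1140, Trithorax members within 1.5-fold from 13 to 17 and those called by F from 2 to 4.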

Other observations

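Circadian clock genes moved in both directions. At 3 h PER2, a repressor of the clock, rose by 0.63 ± 0.09 (log2 difference ± SE), and 3 of 18 clock genes rose and 1 fell, or 5 and 1 adjusted over the list alone (median 0.12, adjusted p = 0.0034, and adjusted p = 0.32 with an estimated correlation). Over all genes 1 rose without 0 h replicate 1 or either 3 h array, and the 1 fall was not called without either 0 h array or 3 h replicate 1. At 6 h NR1D2 was at −1.02 ± 0.08 and PER1 at −0.69 ± 0.10, and 6 of 18 fell, or 7 with 1 higher adjusted over the list alone (median −0.10, adjusted p = 0.00033, and adjusted p = 0.24 with an estimated correlation), or 3 over all genes without 0 h replicate 2. At 12 h PER2 was at −0.97 ± 0.09 and PER3 at −0.95 ± 0.10. The clock list's median at 12 h was −0.108. Its camera call was not kept with an estimated correlation. The call ended after quantile normalization (adjusted p = 0.107), after cyclic loess (0.0984) and with a pseudocount of 1 (0.0615). It ended with probe sets under the median (0.217) or lower quartile (0.120) of brightness removed. It also ended without 0 h replicates 1 and 2 (medians −0.0795 and −0.0812), and without any 1 array of 1 h, 3 h, 6 h or 24 h. Targets of NRF2, the regulator of antioxidant genes, fell in 7 of 21 cases at 12 h, also when adjusted over the list alone (median −0.12, adjusted p = 5.1e-05, and adjusted p = 0.20 with an estimated correlation), or 3 without 0 h replicate 2 and 4 without 12 h replicate 1. They fell in 6 cases at 24 h, 9 when adjusted over the list alone (median −0.12, adjusted p = 1.3e-05, and adjusted p = 0.087 with an estimated correlation), and the aldo-keto reductase AKR1C1 fell by 1.18 on the log2 scale. At 24 h 3 fell over all genes without 0 h replicate 2 or either 24 h array.

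Interferon response genes rose in 10 of 28 cases at 48 h, 14 when adjusted over the list alone (median 0.24, adjusted p = 4e-06, and adjusted p = 0.093 with an estimated correlation). Beside CXCL10, the antiviral genes IFITM1 (1.52 ± 0.14) and OAS1 (0.78 ± 0.09) rose. The small heat shock protein HSPB8 rose by 0.96 ± 0.11 at 24 h, when 2 of 16 heat shock genes passed, also adjusted over the list alone (median 0.10, adjusted p = 0.0062, adjusted p = 0.23 with an estimated correlation, and 0.0699 without 0 h replicate 1), and 1 passed without any 1 array of 0 h or 24 h. GADD45A rose by 0.67 ± 0.07 at 1 h as 1 of 23 p53 targets, against 4 adjusted over the list alone (median 0.11, adjusted p = 8.5e-05, and adjusted p = 0.37 with an estimated correlation). At 12 h 2 p53 targets rose and 7 fell, or 2 and 8 adjusted over the list alone, with the repair gene XPC at −0.70 ± 0.11 (median −0.14, adjusted p = 0.017, adjusted p = 0.60 with an estimated correlation, and 0.0762 without 0 h replicate 2). That call also ended after quantile normalization (0.187), after cyclic loess (0.202), and with probe sets under the median (0.292) or lower quartile (0.0947) of brightness removed. The p53 rises numbered 1 without 0 h replicate 2 or 12 h replicate 1. The falls numbered 4 and 2 without 0 h replicates 1 and 2, 3 and 4 without 12 h replicates 1 and 2, and 3 without any 1 array of 3 h or 24 h. The lists of basal keratins and basement membrane adhesion, calcium handling and metallothioneins passed at no time.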
